# Transcriptome analysis identifies pathways associated with enhanced maternal performance in QSi5 mice

**DOI:** 10.1186/1471-2164-9-197

**Published:** 2008-04-29

**Authors:** Palaniappan Ramanathan, Ian C Martin, Margaret Gardiner-Garden, Peter C Thomson, Rosanne M Taylor, Christopher J Ormandy, Christopher Moran, Peter Williamson

## Abstract

**Background:**

Highly fecund mouse strains provide an ideal model to understand the factors affecting maternal performance. The QSi5 inbred strain of mice was selected for high fecundity and low inter-litter interval, and is very successful at weaning large numbers of offspring when compared to other inbred strains.

**Results:**

Post-natal pup weight gain was used to estimate mammary gland output and to compare the performance of QSi5 mice to CBA mice. Cumulative litter weights and individual pup weight gain was significantly higher throughout the first eight days of lactation in QSi5 mice compared to CBA mice. Morphometric analysis of mammary glands during pregnancy in QSi5 mice revealed a 150 percent greater ductal side branching compared to CBA mice (*P *< 0.001). Ontology and pathway classification of transcript profiles from the two strains identified an enrichment of genes involved in a number of pathways, including the MAPK, tight junction, insulin signalling and *Wnt *signalling. Eleven of these genes, including six genes from the MAPK signalling pathway, were identified as associated with postnatal growth. Further, positive mediators of Wnt signalling, including *Wnt4, Csnk2a1 *and *Smad4*, were over-represented in the QSi5 strain profile, while negative regulators, including *Dkkl1, Ppp2r1a *and *Nlk*, were under-represented. These findings are consistent with the role of Wnt and MAPK signalling pathway in ductal morphogenesis and lobuloalveolar development suggesting enhanced activity in QSi5 mice. A similar pattern of phenotype concordance was seen amongst 12 genes from the tight junction pathway, but a pattern did not emerge from the insulin signalling genes. Amongst a group of differentially expressed imprinted genes, two maternal imprinted genes that suppress growth induced *via *the IGF signalling pathway, *Grb10 *and *Igf2r*, were under-represented in QSi5 mice. Whereas *Peg3 *and *Plagl1*, both paternally imprinted genes that enhance neonatal growth, were over-represented in QSi5 mice.

**Conclusion:**

We propose that the combined action of at least three major signalling pathways involved in mammary gland development and milk secretion, namely Wnt, MAPK and tight junction pathways, contribute to the superior maternal performance phenotype in QSi5 mice. Additionally, favourable expression patterns of the imprinted genes *Peg3, Plagl1, Grb10 *and *Igf2r *may also contribute.

## Background

The capacity of highly fecund mouse strains to successfully reproduce is accompanied by a concomitant increase in maternal performance at sustainable litter sizes [1]. The increase in lactation demanded by larger litters can be met by a combination of physiological strategies that allow for enhanced mammary development, increased milk output and improved milk nutritional quality. The mechanisms that underpin these strategies are complex and are under the control of multiple regulatory pathways that may each contribute at various levels. An effective way to analyse these mechanisms is to identify key genes or regulatory pathways that influence lactation phenotype. Recently, functional genomic approaches have been successfully employed to identify genes that have altered expression during mammary gland development and initiation of secretion. As a result numerous gene candidates have been implicated during different stages of the lactation cycle with some mapped to distinct signalling pathways [2-4].

A complementary approach involves the comparison of mouse strains that have divergent phenotypes, in particular strains that are representative of the high and low extremes of the variation that exists in the mouse population. The QSi5 inbred strain of mice was established from an outbred Quackenbush-Swiss strain by full-sib inbreeding and selection on the basis of increased litter size and shortened inter-litter interval [5]. The strain has an average litter size greater than 13 pups, and females commonly nurse up to 18 pups with greater than 90% survival to weaning. Along with an increased body weight (BW), these traits are indicative of enhanced lactation capacity [6]. Indeed lactation performance, assessed by a weigh-suckle-weigh method, was 3-fold greater in QSi5 mice than in the CBA strain [1].

In this study, we utilised the divergent phenotypes of QSi5 and CBA/CaH (hereafter referred as CBA) mice to identify genes and associated pathways that correspond to enhanced mammary gland capacity. We identified a significant enrichment among the differentially expressed genes in the Wnt and MAPK signalling pathways, both of which are implicated as effectors of ductal side-branching during mammary gland development [2,7-9], and a finding that is consistent with anatomical differences found in the two strains. We also identified favourable expression patterns of genes in the tight junction pathway, and four imprinted genes that influence maternal performance in mice. We propose that the action of these signalling pathways and the effects of gene imprinting contribute to the superior maternal performance in the QSi5 strain.

## Results

### Maternal Performance

We compared a highly fecund QSi5 inbred strain of mice to a non-selected CBA strain of mice raised on a similar genetic background for reproductive performance. The number of pups born alive (NBA) in the first and second parities respectively for QSi5 mice was 14.2 and 14.9 pups/litter, whereas for the CBA strain it was 6.2 and 7.2 pups/litter (Figure 1). Thus significant differences in fecundity exist between QSi5 and CBA strains of mice both in first and second parities (*P *< 0.001).

**Figure 1:**
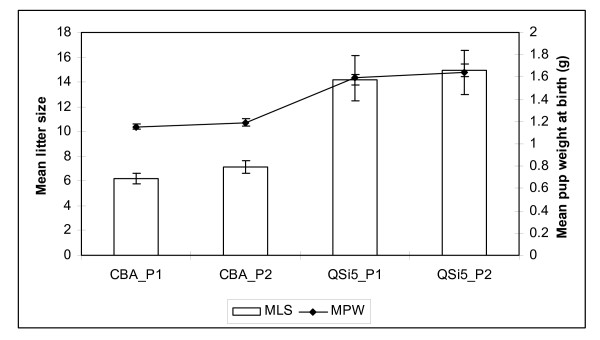
**Comparison of litter size and pup weight at birth in the two inbred strains**. oth number of pups born alive and mean pup weight at birth at the first two parities in CBA (n = 20) and QSi5 (n = 20) were significantly higher in the QSi5 strain of mice (p < 0.0001). Note: all error bars are + SEM.

To determine whether the increased maternal performance of QSi5 mice was independent of litter size we adjusted litter sizes on day of parturition for both the QSi5 and CBA strains, and calculated cumulative weights for a standardized six pup litter. On this basis, significant strain-specific differences in maternal performance (*P *< 0.001) were observed throughout the first eight days of lactation based on the cumulative litter weight (Figure 2a). Additionally, maternal performance assessed by individual pup growth rate was 150% greater (*P *< 0.001) in QSi5 mice when compared to CBA mice (Figure 2b). Further, there was no significant difference in pup growth rate between first and second parities within each strains. These results confirm that the superior maternal performance of the QSi5 mice was independent of the large litter size phenotype, and that significant differences in maternal performance exist between the QSi5 and CBA inbred strains of mice.

**Figure 2:**
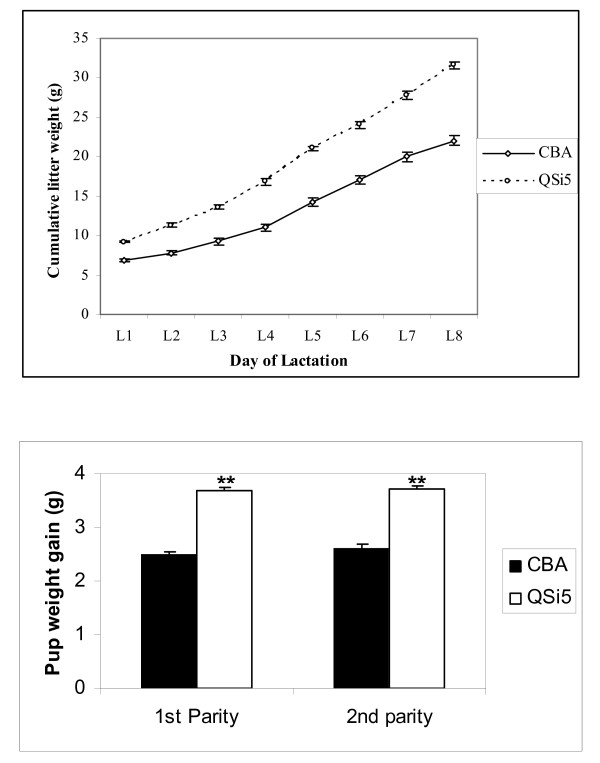
**Assessment of maternal performance in two inbred mice strains**. **(a) Cumulative litter weights in two strains **– Cumulative litter weights measured using 6 pups/dam during the first 8 days of lactation in CBA (n = 16) and QSi5 (n = 20) strains; Weights are reported as Mean ± SEM. Lactation performance was significantly greater in QSi5 dams compared to CBA. **(b) Individual pup weight gain at 8 days **– Mean pup weight gain at the first 2 parities in CBA (n = 16) and QSi5 (n = 20) strains of mice. Pup weight gain was significantly higher in QSi5 strain relative to CBA strain of mice in both parities.

### Morphometric analysis

To ascertain whether the strain-specific differences in maternal performance can be attributed to anatomical differences in the mammary gland during development, morphometric analysis of mammary whole mounts from mice at pregnancy day 12 (Figure 3a). When adjusted for body weight, a significant difference in relative mammary gland weight existed between the two strains (P < 0.001), calculated as 150% higher in the QSi5 strain relative to the CBA strain of mice (Figure 3b). Quantitation of ductal density in mammary gland whole mounts using image analysis software (NIH-ImageJ) revealed a significant difference in the proportion of ductal branching between the two strains of mice (P < 0.001) (Figure 3c). Ductal branching was approximately 150% higher in the QSi5 strain relative to the CBA strain. Similarly, relative quantitation of the terminal end buds (TEB) as an estimate of alveolar epithelial density showed a 140% increase in QSi5 mice compared to the CBA strain of mice (P < 0.0001). Thus, the QSi5 mice had both a greater mammary tissue mass and enhanced ductal side-branching; both consistent with a superior lactation phenotype.

**Figure 3:**
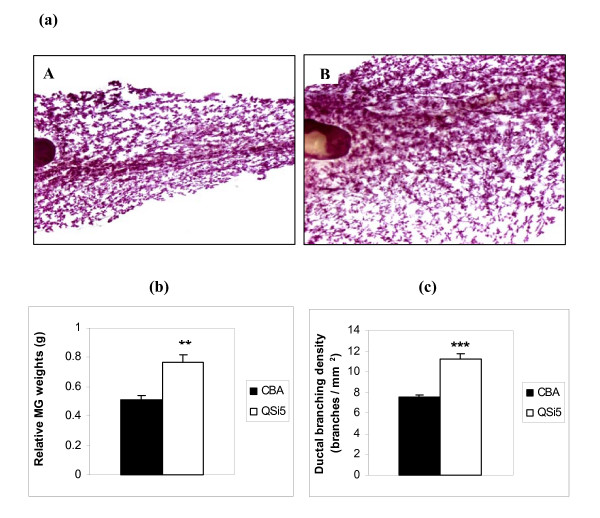
**Histological analysis of mammary glands from pregnant mice**. **(a) Whole mounts of the inguinal mammary gland from day 12 pregnant mice A. **CBA strain and **B. **QSi5 strain. **(b) Comparison of relative mammary gland weights of the two different strains **(n = 5 each). **(c) Quantitation of ductal branching **Both relative mammary gland weights (p < 0.001) and density of ductal branching (p < 0.001) were significantly higher in the QSi5 strain compared to CBA strain of mice.

### Mammary gene expression profiling

Gene expression profiling of mammary gland tissue is an effective approach to identifying pathways that are active during mammary gland development and lactation. 

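Inguinal mammary glands of 5 QSi5 and 5 CBA mice at lactation day 9 were compared, with 1 Affymetrix array per mouse. The methods name the MOE 430A 2.0 chip for all mice. The sample records give that chip for 2 mice of each strain and the larger MOE430 2.0 chip for 3 mice of each strain, so that chip type was balanced between the strains. The methods also name the right gland, whereas the series record names the fourth inguinal gland and a weaning forced when lactation had lasted 9 days. The values deposited by the authors are log2 intensities from RMA, with quantile normalization and 1 value for each of the 22690 probesets common to both chips. Array medians lay between 4.21 and 4.30. After 64 control probesets were set aside, the 11412 probesets with a mean above 20 on the unlogged scale in at least 1 strain were tested with limma, and these covered 7361 genes. Differences below are QSi5 minus CBA on the log2 scale with limma's SE, and a gene is called higher or lower in QSi5 at a Benjamini-Hochberg (BH) adjusted p under 0.05. Where a gene had several tested probesets, the brightest (the highest mean over all arrays) is given first. Counts of higher and lower list members take each gene on its brightest probeset alone. The correlation between arrays, taken across probesets, which are not independent, had a median of 0.967 within strains and 0.946 between strains. With strain in the fit, 60 probesets differed between the chip types.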

To identify the genes associated with the enhanced maternal performance phenotype of the QSi5 strain, gene expression profiles of mammary gland tissue from five animals each of lactating QSi5 and CBA mice were compared. Lactation day 9 was chosen for quantitative measurement because neonatal growth is a better correlate of lactation performance during the plateau phase of milk production in mice, that is at 6–10 days post-partum [6]. Further, measurements on day 9 were comparable to other lactation cycle studies performed in mice [10].

We identified 740 probesets (640 genes) and 331 probesets (282 genes) using a permutation based FDR of 8.2%, and BH FDR of 5% respectively, as being differentially expressed between the two strains of mice. 

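At the stricter threshold, 336 probesets (254 genes) differed between the strains, of which 164 were higher and 172 lower in QSi5 mice, with a median difference of 0.92 on the log2 scale (1.89-fold). Ctse, which encodes the aspartic protease cathepsin E, was among the largest rises, with a log2 difference of 2.87 (SE 0.21, n = 5 mice per strain, adjusted p = 6.03e-06). Slc16a1, a monocarboxylate transporter that carries lactate and pyruvate across membranes, was among the largest falls, at -2.78 (SE 0.20, adjusted p = 6.03e-06). Glo1, which encodes the methylglyoxal-detoxifying enzyme glyoxalase 1, fell by 2.39 (SE 0.18, adjusted p = 7.01e-06), and its other probesets, at -0.49 and -1.60, were also called lower. Phgdh, the first enzyme of serine synthesis from glucose, had a difference of -3.64 (SE 0.18, adjusted p = 1.49e-07) on 1 probeset, beside -0.32, -0.31 and -0.20 on the others. Far1, a fatty acyl-CoA reductase, showed the same contrast among its probesets, with 2.94 (SE 0.30, adjusted p = 0.000133) on 1 probeset beside 0.27 and 0.32 on those not called and 0.54 (adjusted p = 0.0407) on another that was. At the looser threshold of an unadjusted p under 0.01, 741 probesets (577 genes) passed, 351 higher and 390 lower in QSi5 mice. The mean count over 99 other splits of the arrays into 5 and 5 gives this threshold a permutation FDR of 11.2%, and the paper's reported value is 8.2%. The strains did not overlap for 311 of the 336 probesets, and for 5.14% of all tested probesets against 0.794% by chance. With chip type as a block, 413 probesets passed the stricter threshold, 332 of them among the 336. The count was 205 with the test that the paper names for its qRT-PCR, run in place of limma, which the paper's own array fit uses. It was 215 without QSi5 replicate 3 and 221 without QSi5 replicate 5. Over all alternatives the count lay between 65 (the MOE430A 2.0 arrays alone) and 464 (array weights). The strain difference of all 336 had the same sign within each chip type, and for Ctse it was 2.81 on the MOE430 2.0 arrays and 2.95 on the MOE430A 2.0 arrays.

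**Figure D1:**
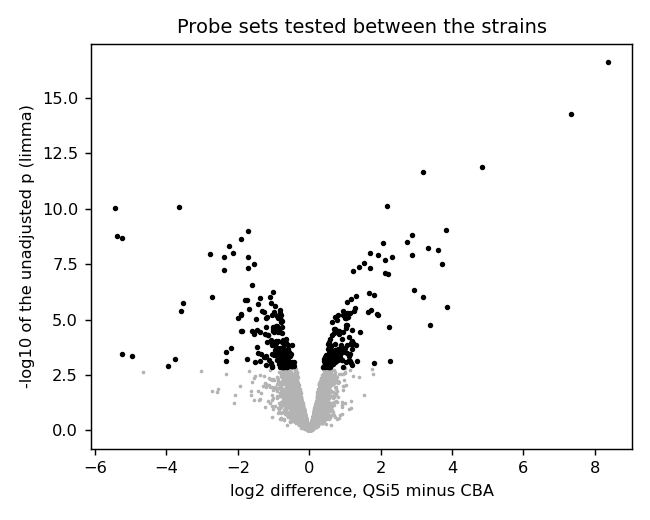
Difference between the strains for each of the 11412 tested probesets. The horizontal axis is the log2 difference (QSi5 minus CBA) and the vertical axis is -log10 of the unadjusted p from limma. The 336 probesets at a BH-adjusted p under 0.05 are black and all others are grey, and the black points reach 8.36 in size on the log2 scale.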

Gene ontology classification of the differentially expressed genes based on molecular function identified the dominant categories, including calcium ion-binding and kinase activity, to be significantly over-represented among the differentially expressed genes (Figure 4). 

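Calcium-binding proteins were over-represented among the genes that differed between the strains, and most of the members called at the stricter threshold were lower in QSi5 glands. Efhd2, an EF-hand protein that binds actin, had a log2 difference of -1.02 (SE 0.11, n = 5 mice per strain, adjusted p = 0.000162), and S100a16, a small EF-hand protein of the S100 family, one of -0.92 (SE 0.14, adjusted p = 0.00229). Of 104 measured genes in a list of calcium-binding proteins, 1 was higher and 7 were lower, and 96 did not pass the test (7 higher and 13 lower when adjusted over the list alone). Among kinases, the list of 193 measured genes held 4 that were higher, 5 that were lower and 184 that did not pass (4 and 5 when adjusted over the list alone). Stk19 was higher in QSi5 mice by 1.39 (SE 0.11, adjusted p = 1.55e-05), while Stk25, a kinase of the Golgi, fell by 0.97 (SE 0.12, adjusted p = 0.000813). At the looser threshold, 22 of 104 calcium-binding genes passed against 8.15 expected (Fisher's exact test, one-sided, p = 1.34e-05, adjusted p = 0.000161 over 12 lists) and 19 of 193 kinase genes against 15.1 expected (p = 0.178 from the same exact test, adjusted p = 0.194). Neither list as a whole shifted in one direction (camera from limma, adjusted p = 0.258 for the calcium-binding genes, with a mean log2 difference of -0.10, and 0.533 for the kinases, with a mean of 0.02). The strain difference of Efhd2 was -1.11 on the MOE430 2.0 arrays and -0.90 on the MOE430A 2.0 arrays, and that of Stk19 was 1.35 on the MOE430 2.0 arrays and 1.44 on the MOE430A 2.0 arrays. Both lists were written from general knowledge, not taken from the gene ontology. Of the called calcium-binding genes, Nucb1, Nucb2, Plscr1 and Pla2g12a are named by the paper from these arrays. The over-representation of that list therefore cannot be taken as fully independent evidence.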

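The nucleobindins, calcium-binding proteins of the Golgi and the secretory pathway, differed in opposite directions. Nucb1 was higher in QSi5 glands, with a log2 difference of 0.43 (SE 0.10, n = 5 mice per strain, adjusted p = 0.0395), and Nucb2 was lower, at -0.51 (SE 0.12, adjusted p = 0.0380). Annexin A5 (Anxa5), which binds phospholipids in the presence of calcium, fell by 0.73 (SE 0.16, adjusted p = 0.0249). Plscr1, a membrane protein that moves phospholipids between the leaflets and is also induced by interferon, fell by 1.21 (SE 0.28, adjusted p = 0.0403) on its brightest probeset and by 1.07 (adjusted p = 0.0362) on the other. Pla2g12a, a secreted phospholipase A2, had a difference of -0.81 (SE 0.13, adjusted p = 0.00339). The value for Plce1, at 0.59 (SE 0.19, adjusted p = 0.150), did not pass the test. The calls of Nucb1, Nucb2 and Plscr1 lay near the threshold, since they passed it in 11 of 23, 9 of 24 and 10 of 24 alternative analyses. Within the chip types, the difference of Pla2g12a was -0.77 on the MOE430 2.0 arrays and -0.86 on the MOE430A 2.0 arrays.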

The genes identified in the calcium ion-binding category, included some well-characterised genes associated with lactation, such as lactalbumin (*Lalba*), *Egf*, phospholipase C, epsilon 1 (*Plce1*), annexins in addition to Phospholipid scramblase 1 (*Plscr1*), phospholipase A2, group XIIA (*Pla2g12a*) and nucleobindins (*Nucb1, Nucb2*). Similarly, a number of known kinases associated with mammary gland development, including Nemo like kinase (*Nlk*), casein kinase (*Csnk1a1*), ribosomal protein S6 kinase, polypeptide 1 (*Rps6kb1*), and proviral integration site 1 & 2 kinases (*Pim1/2*). 

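Of the kinases named here, Pim2, a serine/threonine kinase that promotes cell survival, was higher in QSi5 mice by 0.45 (SE 0.10, n = 5 mice per strain, adjusted p = 0.0380) on the log2 scale, and it passed the threshold in 12 of 23 alternative analyses. Nlk, a kinase that phosphorylates TCF/LEF factors of the Wnt pathway, had probesets on both sides of 0, with 0.16 (SE 0.14, adjusted p = 0.657) on the brightest and -0.38 (SE 0.11, adjusted p = 0.104) on the other, and neither passed. Another ribosomal S6 kinase, Rps6ka3, which acts downstream of ERK, was lower in QSi5 mice, with a difference of -0.67 (SE 0.15, adjusted p = 0.0375), and passed in 10 of 23 alternatives. Within the chip types, the difference of Pim2 was 0.46 on the MOE430 2.0 arrays and 0.44 on the MOE430A 2.0 arrays, and that of Rps6ka3 was -0.68 and -0.66 in the same order.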

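Lalba, whose product alpha-lactalbumin is a milk protein and the regulatory subunit of lactose synthase, averaged 13.61 ± 0.15 (SD, n = 5) on the log2 scale in QSi5 mice and 13.21 ± 0.16 (SD, n = 5) in CBA mice. This is a difference of 0.40 (SE 0.11, 1.32-fold), with every QSi5 mouse above every CBA mouse, and it did not pass the BH threshold (adjusted p = 0.0845). With chip type as a block its adjusted p was 0.0405, within a range of 0.0352 to 0.450 over all alternative analyses. Egf, the epidermal growth factor, had a difference of 0.51 (SE 0.17, 1.42-fold, adjusted p = 0.150). Csnk1a1, a casein kinase 1 that phosphorylates beta-catenin, had 0.37 (SE 0.11, adjusted p = 0.120) on its brightest probeset and -0.09 (adjusted p = 0.771) on the other. Pim1, a kinase induced by cytokines, had 0.20 (SE 0.17, adjusted p = 0.647) and 0.46 (SE 0.13, adjusted p = 0.0853). None of these genes passed the stricter threshold in the analysis used throughout, Lalba passed it in 3 of 24 alternative analyses, and each of them had at least 1 probeset at an unadjusted p under 0.01.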

Importantly, positive mediators of mammary gland development such as *Lalba, Egf, Csnk1a1, Rps6kb1, Pim1 *all had higher levels of expression in the QSi5 mice relative to the CBA mice.

**Figure 4:**
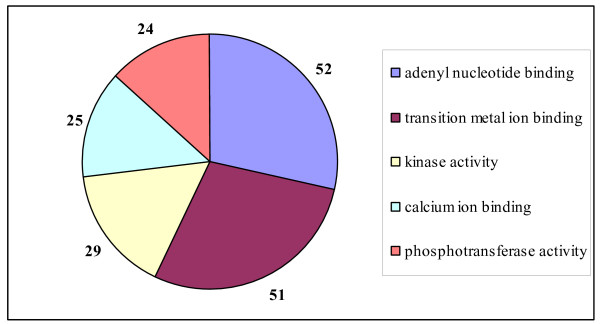
**Significant GO categories classified by DAVID**. Pie chart showing the significantly enriched molecular function categories (Level 5) based on gene ontological classification of the differentially expressed genes (p < 0.01) between the two strains of mice using DAVID.

Gene ontology analysis of the differentially expressed genes based on the biological process category did not reveal any significant enrichment of carbohydrate and lipid metabolism. 

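Most measured genes in the lists of lipid and carbohydrate metabolism did not pass the test for a strain difference. Of 31 measured genes of fatty acid and triglyceride synthesis, 1 was higher in QSi5 glands, none was lower and 30 did not pass the test (4 higher and 2 lower when adjusted over the list alone). Of 33 measured genes of glucose uptake, glycolysis and lactose synthesis, none was higher, 2 were lower and 31 did not pass (1 higher and 2 lower when adjusted over the list alone). The lower genes were Pdk1, a kinase that restrains pyruvate dehydrogenase, with a log2 difference of -0.88 (SE 0.12, n = 5 mice per strain, adjusted p = 0.00111), and Ldhb, a lactate dehydrogenase subunit, with -0.45 (SE 0.11, adjusted p = 0.0426). The Ldhb call lay near the threshold and held in 9 of 24 alternative analyses. At an unadjusted p under 0.01, 6 of 31 lipid genes passed against 2.43 expected (Fisher's exact test, one-sided, p = 0.0308, adjusted p = 0.0694), and 5 of 33 carbohydrate genes against 2.59 (exact p = 0.112, adjusted p = 0.149), so that neither list passed. The lipid list passed in 4 of 26 alternatives, with an adjusted p of 0.0175 to 0.664, and the carbohydrate list in 1, the MOE430A 2.0 arrays alone, with 0.00405 to 0.380. On the MOE430 2.0 arrays alone the lipid list had a mean of 0.24 (camera, adjusted p = 0.0188), where its level relative to all arrays was -0.55 in CBA replicate 1 and between -0.06 and 0.08 in the other mice, and on the MOE430A 2.0 arrays it had a mean of -0.22 (adjusted p = 0.154), whereas all arrays together gave an adjusted p of 0.598. The carbohydrate list had an adjusted p of 0.638 over all arrays, 0.329 on the MOE430 2.0 arrays and 0.0460 on the MOE430A 2.0 arrays, where its mean was -0.24.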

Subsequently, analysis of 37 genes corresponding to enzymes known to be involved in these metabolic processes [10] identified *Agpat1 *as the only gene to be differentially expressed.

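Agpat1, which makes phosphatidic acid on the way to triglycerides, had a log2 difference of 0.44 (SE 0.11, n = 5 mice per strain, 1.36-fold) on its brightest probeset, which passed an unadjusted p under 0.01 but not the BH threshold (adjusted p = 0.0546). Its other probeset had 0.06 (SE 0.12, adjusted p = 0.870). Acaca, the acetyl-CoA carboxylase that commits carbon to fatty acid synthesis, was higher in QSi5 mice by 0.89 (SE 0.16, adjusted p = 0.00985), with 1.00 on the MOE430 2.0 arrays and 0.73 on the MOE430A 2.0 arrays. In cholesterol synthesis, Hmgcs1, an early enzyme of the pathway, fell by 1.21 (SE 0.25, adjusted p = 0.0218), and Stard4, a sterol carrier, fell by 0.92 (SE 0.19, adjusted p = 0.0207). They were the 2 lower members of 20 measured genes, of which none was higher and 18 did not pass (2 lower when adjusted over the list alone). The list as a whole did not pass (camera, adjusted p = 0.125, mean log2 difference -0.20). Its level relative to all arrays was -0.63 in QSi5 replicate 2 and between -0.11 and 0.17 in the other QSi5 mice. In CBA mice it lay between 0.03 and 0.25, so the size of the mean rests largely on QSi5 replicate 2. The call of Hmgcs1 held in 15 of 24 alternative analyses.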

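Of the pathways tested, cell adhesion molecules stood out, and several of the genes behind this were of the major histocompatibility complex (MHC). H2-K1, a class I heavy chain that presents peptides to T cells, had a log2 difference of 2.75 (SE 0.18, n = 5 mice per strain, adjusted p = 2.68e-06) and H2-Q2, another class I gene, one of 2.23 (SE 0.33, adjusted p = 0.00237). H2-Eb1, a class II chain, was lower in QSi5 glands, at -1.72 (SE 0.14, adjusted p = 1.73e-05). Other class II genes went the other way, with H2-Ab1 at 1.02 and H2-Aa at 0.56 on their brightest probesets, which were not called. Another probeset of H2-Ab1 was called higher, a call that held in 8 of 19 alternatives. Whether sequence variants under the probes, considered below, contribute to these H2 differences was not tested. Of 50 measured cell adhesion genes, 5 were higher, 1 was lower and 44 did not pass the test (8 higher and 2 lower when adjusted over the list alone). The list shifted upwards by a mean of 0.22 (camera, adjusted p = 0.0379, but adjusted p = 0.883 with an estimated correlation), with an adjusted p of 0.0562 with chip type as a block and 0.123 and 0.0971 within the MOE430 2.0 and MOE430A 2.0 arrays. This shift was lost in 20 of 26 alternatives and kept in 6. Among the losses were array weights (adjusted p = 0.216), QSi5 replicate 2 left out (0.170), and probesets with the suffix _x_at or _s_at left out (0.419). At an unadjusted p under 0.01, 13 of 50 cell adhesion genes passed against 3.92 expected (Fisher's exact test, one-sided, p = 8.70e-05, adjusted p = 0.000348). For MAPK signalling 15 of 122 passed against 9.56 (exact p = 0.0535, adjusted p = 0.0802) and for tight junctions 10 of 67 against 5.25 (exact p = 0.0347, adjusted p = 0.0694). For Wnt signalling the counts were 8 of 86 against 6.74 (exact p = 0.361, adjusted p = 0.361), and for insulin signalling 9 of 77 against 6.04 (exact p = 0.147, adjusted p = 0.176). The tight junction list passed with chip type as a block (adjusted p = 0.0381, within a range of 0.0381 to 0.500 over the alternatives). H2-K1 had other probesets at 3.31, 0.40 and 0.42, and its difference was 2.88 on the MOE430 2.0 arrays and 2.55 on the MOE430A 2.0 arrays. The pathway lists were written from general knowledge. Among the called cell adhesion genes, Sdc4, H2-K1, Neo1 and H2-Eb1 are genes of the study. The over-representation of that list therefore cannot be taken as fully independent evidence.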

Pathway classification of the differentially expressed genes using the Onto-Express pathway analysis tool identified 16 genes in the MAPK signalling pathway, 12 genes in the tight junction signalling pathway and 10 genes each from the Wnt signalling pathway, cell adhesion molecules and insulin signalling pathways, as enriched among the differentially expressed genes (Table 1 and Additional file 1). Similar pathway analysis results were obtained when a group of 282 differentially expressed genes selected below a 5% FDR cut-off were analysed, and additionally included adherens, junction and TGF-beta signalling pathways. 

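With only the genes at a BH-adjusted p under 0.05, cell adhesion molecules was the 1 list of 12 that was over-represented (Fisher's exact test, one-sided, p = 0.00150, adjusted p = 0.0181). TGF-beta signalling did not pass (exact p = 0.0408, adjusted p = 0.107), nor did tight junctions (exact p = 0.200, adjusted p = 0.267), Wnt signalling (exact p = 0.175, adjusted p = 0.263), MAPK signalling (exact p = 0.413, adjusted p = 0.496) or insulin signalling (exact p = 0.499, adjusted p = 0.545). The calcium-binding proteins were just outside (exact p = 0.00951, adjusted p = 0.0571). At the looser threshold 7 of 38 TGF-beta genes passed against 2.98 expected (exact p = 0.0262, adjusted p = 0.0694). It passed in 5 of 26 alternatives, among them chip type as a block (adjusted p = 0.0172, within a range of 0.0172 to 0.802).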

We also examined whether the differentially expressed genes in these pathways were associated with any of the mammary gland associated phenotypes found in the mouse genome informatics (MGI) database. Ten of the 48 genes in these pathways were associated with postnatal growth retardation or postnatal lethality, which is substantially influenced by maternal/lactation performance. This included seven genes, namely *Egf, Cdc42, Nlk, Jund1, Kras, Casp3 *and *Map3k12*, from the MAPK signalling pathway, a pathway that plays a critical role in mammary gland development *via *the EGFR response. Additionally, two genes that are associated with abnormal mammary gland development when deleted, *Egf *and *Neo1*, were both over-expressed in the QSi5 mice. 

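Jund, a subunit of the AP-1 transcription factor, was lower in QSi5 glands, with a log2 difference of -0.60 (SE 0.11, n = 5 mice per strain, adjusted p = 0.00985) and -0.55 on the MOE430 2.0 arrays and -0.67 on the MOE430A 2.0 arrays. Map3k12, a kinase upstream of JNK, had -0.62 (SE 0.18, adjusted p = 0.113) on the brightest and -0.20 (adjusted p = 0.520) on the other, and with chip type as a block the former had an adjusted p of 0.00898, within a range of 0.00898 to 0.339 over the alternatives. Of 122 measured genes in a list of MAPK signalling, none was higher, 3 were lower (Jund, Rps6ka3 and Pla2g12a) and 119 did not pass the test, also when adjusted over the list alone (camera, adjusted p = 0.422, mean log2 difference -0.08). Of 12 measured genes that the study placed in this pathway, each on its brightest probeset, 2 were lower and 10 did not pass (2 higher and 7 lower when adjusted over the list alone). Gng12 was also called lower on the probeset with the study's fold of 0.706 (adjusted p = 0.0414). As the study chose these genes on these arrays, this is not independent evidence of their direction.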

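Neo1 encodes neogenin, a receptor for netrins and repulsive guidance molecules that organizes the cap cells of the developing mammary duct. It was higher in QSi5 glands, with a log2 difference of 0.79 (SE 0.10, n = 5 mice per strain, adjusted p = 0.000934), 1.73-fold, and every QSi5 mouse lay above every CBA mouse. Its difference was 0.75 on the MOE430 2.0 arrays and 0.86 on the MOE430A 2.0 arrays.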

Besides the ten unique Wnt signalling pathway genes identified in the above pathway analysis, five other genes closely associated with the canonical Wnt/β-catenin/TCF pathway, namely *Dkkl1, Muc1, Rps6kb1, Sdc 2 *and *Sdc 4*, were also differentially expressed between the two mouse strains. 

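Sdc4, the heparan sulfate proteoglycan syndecan 4, was higher in QSi5 glands by 2.06 (SE 0.14, n = 5 mice per strain, adjusted p = 2.70e-06) on the log2 scale on its brightest probeset, while its other probeset had -0.01 (SE 0.15, adjusted p = 0.977). Dkkl1, a secreted relative of the Dickkopf Wnt antagonists, was lower, at -1.91 (SE 0.25, adjusted p = 0.000917). Sdc2, another syndecan, did not pass the test on its brightest probeset, at 0.23 (SE 0.11, adjusted p = 0.338), nor on the other, at 0.52 (SE 0.13, adjusted p = 0.0510). The difference of Sdc4 was 2.30 on the MOE430 2.0 arrays and 1.70 on the MOE430A 2.0 arrays, and that of Dkkl1 was -2.13 and -1.58.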

The Wnt pathway plays a significant role in initiation of mammary gland morphogenesis. Wnts are secreted glycoproteins which stabilize β-catenin by preventing its degradation by the PP2A-GSK3β-Axin complex, resulting in translocation of β-catenin to the nucleus where it activates downstream target genes. 

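Within the Wnt pathway, the size of the strain difference depended on the probeset for Smad4, Csnk2a1 and Tcf7l1. Smad4, the shared Smad of TGF-beta signalling, was higher in QSi5 glands by 2.12 (SE 0.18, n = 5 mice per strain, adjusted p = 2.47e-05) on the log2 scale on 1 probeset, beside 0.39 (SE 0.21, adjusted p = 0.415) on the brightest and 0.28 (SE 0.20, adjusted p = 0.573) on the remaining one. Csnk2a1, the catalytic subunit of casein kinase 2, had 5 probesets, of which those at 1.22 (adjusted p = 0.00840) and 0.79 (adjusted p = 0.00312) were called higher, and the brightest, at 0.27 (adjusted p = 0.188), was not. Sfrp2, a secreted Frizzled-related protein that binds Wnts, was higher, at 1.20 (SE 0.23, adjusted p = 0.0131). Tcf7l1, a TCF factor that represses Wnt targets, was lower on 1 probeset, at -1.37 (SE 0.22, adjusted p = 0.00329), while its brightest had 0.05 (adjusted p = 0.906). Ppp2r1a, a scaffold subunit of protein phosphatase 2A, had 5 probesets with differences from -0.42 to -0.15 and adjusted p values from 0.150 to 0.646, and Cdh5, the endothelial cadherin, had -0.32 (SE 0.10, adjusted p = 0.150), so that neither passed the test. Of 86 measured genes in a list of Wnt signalling, 1 was higher (Sfrp2), 1 was lower (Rhoa) and 84 did not pass (1 higher and none lower when adjusted over the list alone), and the list had no common shift (camera, adjusted p = 0.902, mean log2 difference 0.00312). Of 9 measured genes that the study placed in this pathway, each on its brightest probeset, 1 was higher, 1 was lower and 7 did not pass (3 higher and 2 lower when adjusted over the list alone). On the probesets with the study's folds, Smad4, Csnk2a1 and Tcf7l1 were also called, as given above. Neither result is independent evidence, since the study chose these genes on these arrays. By chip type, that of Sfrp2 was 0.94 on the MOE430 2.0 arrays and 1.58 on the MOE430A 2.0 arrays.

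**Figure D2:**
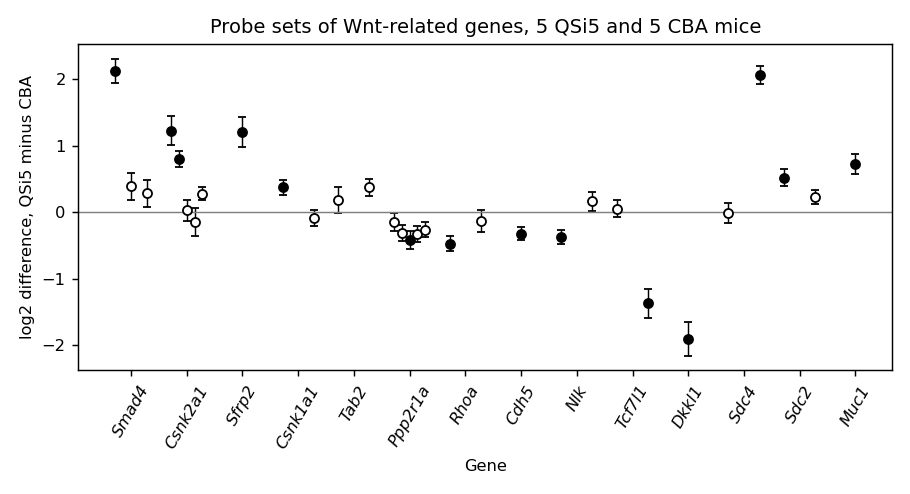
Strain difference of each tested probeset of 14 genes tied to Wnt signalling. Each point is the log2 difference (QSi5 minus CBA) of 1 probeset with its SE from limma (5 mice per strain), and filled points have an unadjusted p under 0.01. The probesets of Smad4 spread from 0.28 to 2.12 and those of Tcf7l1 from -1.37 to 0.05.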

Further, all positive mediators of the canonical Wnt-β-catenin signalling pathway in this group, such as *Csnk1a1, Csnk2a1, Smad 4*, were over-represented, while negative regulators, including *Ppp2r1a, Cdh5 *and *Nlk*, were under-represented in the QSi5 mice relative to CBA mice (Figure 5).

**Figure 5:**
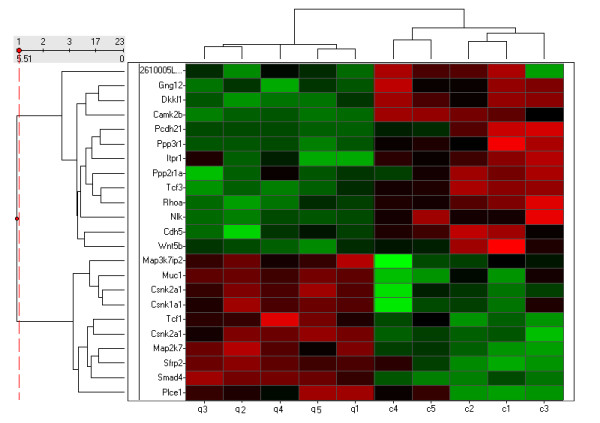
**Hierarchical clustering and heat map of differentially expressed Wnt signalling genes**. Clustering was performed on all ten transcript profiled samples (QSi5 – 1^st ^5 vertical columns and CBA – last 5 vertical columns) for ten genes up-regulated in QSi5 (bottom ten horizontal rows) and 15 down-regulated genes (top 15 horizontal rows) relative to the CBA strain of mice. Expression levels are colour coded with shades of red, green and black corresponding to an increase, decrease and no change in gene expression, respectively.

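The arrays were clustered on the brightest probeset of the 18 genes of Figure 5 that had a tested probeset with a gene name, after centring and scaling, with Euclidean distance and average linkage. All 10 arrays fell on the side of their strain, and the same was seen with the probeset of lowest p of each gene. These genes were chosen by the study because they differed between the same arrays, so the separation is not independent evidence. With all 86 measured genes of the Wnt list, 6 of the 10 arrays fell on the side of their strain. That list was written from general knowledge, though it holds genes of the study such as Sfrp2 and Rhoa.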

**Table 1:** Enriched biological pathways among differentially expressed genes. Table showing the most enriched biological pathways (p < 0.1) based on pathway classification of differentially expressed genes (p < 0.01) between the two strains of mice using Onto-Express Pathway analysis tool. Rank, impact factor, p-values and the number of input genes associated with significant pathways are listed.

**Rank**	**Pathway Name**	**Impact Factor**	**# Input Genes in Pathway**	**p-value**
2	Tight junction	5.772	12	0.00
7	Insulin signaling pathway	3.197	10	0.04
9	MAPK signaling pathway	3.022	16	0.05
10	Cell adhesion molecules (CAMs)	3.002	10	0.05
14	Wnt signaling pathway	2.371	10	0.09

Amongst the 12 differentially expressed genes in the significantly enriched tight junction signalling pathway, seven and five genes were over- and under-represented respectively, in the QSi5 mice relative to CBA mice. 

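Gnai1, an inhibitory G protein subunit, was lower in QSi5 glands, with a log2 difference of -0.86 (SE 0.16, n = 5 mice per strain, adjusted p = 0.0131) on its brightest probeset and -0.44 (adjusted p = 0.147) on the other. Cldn8, a claudin of the tight junction strand, had 0.73 (SE 0.21, adjusted p = 0.107), and Mpp5, a scaffold of the Crumbs polarity complex, had 0.39 (SE 0.11, adjusted p = 0.0807) and 0.07 (adjusted p = 0.837). Myh9, a non-muscle myosin heavy chain, had probesets on both sides of 0, from -0.51 (adjusted p = 0.131) to 0.33 (adjusted p = 0.353) on the brightest, and none of them passed. Of 67 measured genes in a list of tight junction components, 1 was higher (Llgl1), 2 were lower (Rhoa and Gnai1) and 64 did not pass the test (3 higher and 2 lower when adjusted over the list alone), and the list showed no shift (camera, adjusted p = 0.902, mean log2 difference -0.00466). Of 10 measured genes that the study placed in this pathway, each on its brightest probeset, 1 was higher, 2 were lower and 7 did not pass (5 higher and 3 lower when adjusted over the list alone). On the probesets with the study's folds, Csnk2a1 was also called higher (adjusted p = 0.00840), while Gnai1 was not called (adjusted p = 0.147). As the study chose these genes on these arrays, this is not independent evidence of a direction. The difference of Gnai1 was -0.86 on the MOE430 2.0 arrays and -0.86 on the MOE430A 2.0 arrays.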

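Llgl1, a polarity protein of the basolateral membrane, was higher in QSi5 glands, with a log2 difference of 0.93 (SE 0.12, n = 5 mice per strain, adjusted p = 0.000935), or 1.91-fold, and 0.91 on the MOE430 2.0 arrays and 0.97 on the MOE430A 2.0 arrays. Pard6g, a member of the Par polarity complex, had 0.52 (SE 0.13, 1.43-fold, adjusted p = 0.0606) and did not pass the test. Rhoa, a GTPase that drives actomyosin contraction, was lower on its brightest probeset, at -0.47 (SE 0.11, 0.720-fold, adjusted p = 0.0457), and had -0.14 (SE 0.17, adjusted p = 0.754) on the other. The call of Rhoa passed in 9 of 23 alternative analyses, and within the chip types its difference was -0.36 and -0.64.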

Genes that play an important role in tight junction stability, including *Tjp2*, *Csnk2a1, Pard6g (Par6a), Llgl1 (Mgl1)*, were all over-represented in the high lactation performance QSi5 mice, whereas genes associated with tight junction permeability, namely *Ppp2r1a (PP2A) *and *Rhoa*, were over-represented in the low performance CBA mice. Thus the decreased tight junction permeability of the QSi5 mice may contribute to enhanced milk secretion. Also, amongst seven strain-specific differentially expressed genes in the TGF-β pathway,*Tgfb2 *and *Rhoa*, both negative regulators of mammary gland development, were over-represented in the low performance CBA mice relative to the QSi5 mice. However, despite over-representation in the gene ontology analysis, when genes belonging to the insulin pathway were examined there was insufficient evidence to conclude that a pattern of expression between the two strains reflected lactation performance.

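Tgfb2, a TGF-beta ligand, had a log2 difference of -1.13 (SE 0.36, n = 5 mice per strain, 0.458-fold), which did not pass the BH threshold (adjusted p = 0.143), although every QSi5 mouse lay below every CBA mouse. Its difference was -0.51 on the MOE430 2.0 arrays and -2.05 on the MOE430A 2.0 arrays. Acvrl1, a type I receptor of the TGF-beta family found mainly on endothelium, was higher in QSi5 glands by 0.56 (SE 0.10, adjusted p = 0.00799), and Rbl2, a retinoblastoma relative that restrains the cell cycle, was higher by 0.90 (SE 0.18, adjusted p = 0.0168). Of 38 measured genes in a list of TGF-beta signalling, 2 were higher, 1 was lower (Rhoa) and 35 did not pass, also when adjusted over the list alone, and the list did not shift as a whole (camera, adjusted p = 0.904, mean log2 difference -0.03). Within the chip types, the difference of Acvrl1 was 0.54 and 0.59, and that of Rbl2 was 0.86 and 0.95.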

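In the insulin pathway the genes called on their brightest probeset were Acaca and Socs2, both higher in QSi5 glands, while Ppp1cb was called lower on another probeset. Of 77 measured genes in a list of insulin signalling, 2 were higher, none was lower and 75 did not pass the test (3 higher and none lower when adjusted over the list alone), with no shift of the list (camera, adjusted p = 0.422, mean log2 difference 0.04). Of 9 measured genes that the study placed in this pathway, each on its brightest probeset, 2 were higher and 7 did not pass (5 higher and 3 lower when adjusted over the list alone). Ppp1cb, which is among the 7, was called lower on the probeset with the study's fold. This is not independent evidence, since the genes were chosen on these arrays. Rhoq, a GTPase of glucose transporter traffic, had a log2 difference of -0.70 (SE 0.21, n = 5 mice per strain, adjusted p = 0.124), and Eif4e2, a cap-binding protein of translation, had 0.62 (SE 0.16, adjusted p = 0.0571) on its brightest probeset. Ppp1cb, a catalytic subunit of protein phosphatase 1, had -0.31 (SE 0.24, adjusted p = 0.612) on the brightest and a called -0.80 (SE 0.11, adjusted p = 0.00152) on another, while Ppp1ca, of the same family, had 0.51 (adjusted p = 0.150).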

Imprinted genes play a crucial role in facilitating transfer of nutrients from the mother to the offspring. Analysis of the differentially expressed genes identified four imprinted genes (Additional file 2). 

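Imprinted genes did not shift together. Of 25 measured genes in a list of imprinted genes, 1 was higher in QSi5 glands (Plagl1), 1 was lower (Grb10) and 23 did not pass the test (2 higher and 2 lower when adjusted over the list alone). The list as a whole had a mean log2 difference of -0.00275 and a median of 0.08, which differ in sign (camera, adjusted p = 0.781). At an unadjusted p under 0.01, 5 of 25 passed against 1.96 expected (Fisher's exact test, one-sided, p = 0.0416, adjusted p = 0.0714). On the brightest probeset of each of the 4 genes of Additional file 2, 1 was higher, 1 was lower and 2 did not pass (2 higher and 1 lower when adjusted over the list alone), and as the study chose them on these arrays this is not independent evidence.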

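Plagl1, which encodes a zinc finger transcription factor, was higher in QSi5 glands, with a log2 difference of 1.01 (SE 0.20, n = 5 mice per strain, adjusted p = 0.0168), or 2.01-fold, and 0.86 on the MOE430 2.0 arrays and 1.23 on the MOE430A 2.0 arrays. Peg3, another zinc finger gene, had 0.38 (SE 0.11, 1.30-fold), which passed an unadjusted p under 0.01 but not the BH threshold (adjusted p = 0.0896).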

The paternally expressed genes, *Peg3 *and *Plagl1*, that are both growth promoting, were over-represented in the QSi5 strain relative to the CBA strain of mice. Conversely, two maternally expressed genes that are pup-growth limiting, *Grb10 *and *Igf2r*, were over-represented in the CBA mice.

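Grb10, an adaptor that dampens insulin and IGF1 receptor signalling, was lower in QSi5 glands, with a log2 difference of -1.42 (SE 0.17, n = 5 mice per strain, adjusted p = 0.000429), or 0.373-fold, and -1.71 on the MOE430 2.0 arrays and -0.99 on the MOE430A 2.0 arrays. Igf2r, the receptor that clears IGF2 and carries lysosomal enzymes, had -0.74 (SE 0.18, 0.598-fold, adjusted p = 0.0483) on the probeset of Additional file 2 and -0.17 (SE 0.15, 0.887-fold, adjusted p = 0.638) on the brightest one. The call of the former passed in 11 of 24 alternative analyses.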

The expression patterns of 17 milk protein genes previously identified as being differentially expressed in the mammary gland during the lactation cycle were also examined [10]. Five of these genes, namely Xdh, Muc1, Lalba, Egf, and Csn1s2a, were differentially expressed between the two strains and all were over-represented in the high lactation performance QSi5 mice. 

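Xdh and Muc1, whose products lie at the membrane of the milk fat globule, were higher in QSi5 glands. Xdh, which encodes xanthine oxidoreductase, averaged 11.33 ± 0.09 (SD, n = 5) on the log2 scale in QSi5 mice and 10.60 ± 0.14 (SD, n = 5) in CBA mice, a difference of 0.73 (SE 0.10, 1.65-fold, adjusted p = 0.00108). Muc1, a transmembrane mucin, averaged 10.23 ± 0.07 (SD, n = 5) and 9.51 ± 0.35 (SD, n = 5) in the same order, a difference of 0.73 (SE 0.15, adjusted p = 0.0212). The call of Muc1 passed in 18 of 24 alternative analyses, and its adjusted p reached 0.0636 with 1 mouse left out. Csn1s2a, a casein gene, had -0.00462 (SE 0.08, adjusted p = 0.986) on its brightest probeset, and the 3 others ranged up to 0.94 (SE 0.31, adjusted p = 0.150), so that none passed the BH threshold. Neither did Lalba or Egf. Of 25 measured genes in a list of milk proteins, 2 were higher, 1 was lower (Saa3, a serum amyloid A gene) and 22 did not pass (6 higher and 1 lower when adjusted over the list alone), with a median log2 difference of 0.00433 and a mean of -0.10, which differ in sign (camera, adjusted p = 0.422). At an unadjusted p under 0.01, 9 of 25 milk protein genes passed against 1.96 expected (Fisher's exact test, one-sided, p = 6.84e-05, adjusted p = 0.000348), and the adjusted p was 0.285 and 0.490 with the arrays of each chip type alone, 0.0534 without CBA replicate 2, 0.0848 without CBA replicate 3 and 0.222 without QSi5 replicate 5, past the threshold in 17 of 26 alternatives, within a range of 0.000154 to 0.490 over the alternatives. Of the 5 genes the study names here, 2 were higher and 3 did not pass (4 higher when adjusted over the list alone), which is not independent evidence, since the study chose them on these arrays. They include Xdh and Muc1, the milk protein genes called higher. The over-representation of the milk protein list therefore cannot be taken as fully independent either. The difference of Xdh was 0.63 on the MOE430 2.0 arrays and 0.87 on the MOE430A 2.0 arrays and that of Muc1 was 0.96 and 0.37.

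**Figure D3:**
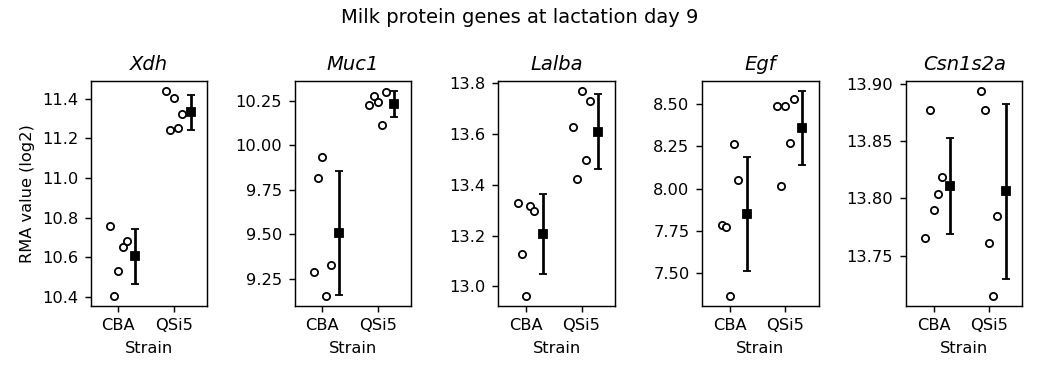
Log2 values of the brightest probeset of Xdh, Muc1, Lalba, Egf and Csn1s2a in each mouse. Open circles are mice and squares are strain means with their SD (n = 5 mice per strain). For Xdh, Muc1 and Lalba every QSi5 mouse lies above every CBA mouse, while for Egf and Csn1s2a the strains overlap.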

One other pathway known to be associated with mammary development and lactation, the prolactin receptor pathway was also examined. Key prolactin receptor-Stat5 signalling pathway encoding genes, such as *Sta5a, Stat5b, Prl, Prlr, Jak1, Jak2, or Socs1*, were not differentially expressed between the two strains. However, amongst the 25 Stat5 target genes identified in mammary epithelial cells [11], three genes, *Socs2, Pim1 *and *Grb10*, were differentially expressed. Of these *Grb10 *was over-represented in the CBA mice whereas the other two genes were over-represented in QSi5 mice.

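Stat5a, Stat5b, Jak1 and Jak2 did not differ between the strains at the BH threshold. Stat5a had a log2 difference of 0.26 (SE 0.20, n = 5 mice per strain, adjusted p = 0.596), and Stat5b had 0.28 (SE 0.13, adjusted p = 0.320) and 0.18 (adjusted p = 0.661) on its 2 probesets. The Janus kinases Jak1 and Jak2 had 0.25 (SE 0.16, adjusted p = 0.510) and 0.05 (SE 0.16, adjusted p = 0.915) on their brightest probesets. Prl and Socs1 lay below the intensity minimum and were not tested. Of 18 measured genes in a list of prolactin receptor and Stat5 signalling, 2 were higher, none was lower and 16 did not pass, also when adjusted over the list alone (camera, adjusted p = 0.638, mean log2 difference 0.00336, median -0.02). The higher ones were Socs2 and Nr3c1, the glucocorticoid receptor, whose difference of 0.51 (SE 0.13, adjusted p = 0.0488) lay near the threshold and passed in 7 of 24 alternative analyses.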

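Socs2, a suppressor of cytokine signalling that limits the growth hormone receptor, was higher in QSi5 glands, with a log2 difference of 1.05 (SE 0.19, n = 5 mice per strain, adjusted p = 0.00985) on its brightest probeset and 0.73 (SE 0.19, adjusted p = 0.0677) on the other. Its difference was 1.10 on the MOE430 2.0 arrays and 0.98 on the MOE430A 2.0 arrays. The probesets of Pim1 did not pass the BH threshold, and Grb10 was lower in QSi5 glands, as given above.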

Thus, differential expression of components of the tight junction, Wnt and MAPK signalling pathways together with favourable genomic imprinting may contribute to the increased maternal performance phenotype of the QSi5 strain of mice.

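Across the 5 pathways of Additional file 1, 43 of the 48 genes had a tested probeset with their name, and 5 are not analysed here. Of the 43, 42 had a probeset whose fold lay within 0.05% of the listed one, and 16 of these probesets passed the BH threshold. The brightest probeset passed an unadjusted p under 0.01 for 30 genes. Of the 27 genes with several probesets, 4 had all of them past this threshold, 12 had a brightest probeset that did not pass it, and 9 had probesets with differences of both signs.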

### Quantitative RT-PCR

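On the arrays, Ptger2, a receptor for prostaglandin E2, was higher in QSi5 glands, with a log2 difference of 2.20 (SE 0.19, n = 5 mice per strain, adjusted p = 2.64e-05), or 4.58-fold. Kif5b, a kinesin motor heavy chain, was higher by 3.61 (SE 0.25, 12.2-fold, adjusted p = 4.59e-06) on 1 of its 5 probesets. Its brightest probeset had a fold of 1.02 (adjusted p = 0.949), and the other 3 had folds from 0.829 to 0.873. Tnc, which encodes the matrix protein tenascin C, was lower, at -0.82 (SE 0.20, 0.568-fold, adjusted p = 0.0483), a call that passed in 10 of 24 alternative analyses. Within the chip types, the difference of Ptger2 was 2.09 on the MOE430 2.0 arrays and 2.36 on the MOE430A 2.0 arrays, and that of the called Kif5b probeset was 3.68 and 3.49.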

Quantitative RT-PCR (qRT-PCR) was used to evaluate the expression profiles of eight genes, including five genes identified as differentially expressed between the two strains on by microarray. In addition, *Wnt4 *was selected for validation as it was identified as differentially expressed based on the analysis of a subset of the data, and both *c-myc *and *CyclinD1 (Ccnd1) *were examined as potential target genes of Wnt signalling pathways. 

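On the arrays, Wnt4, a ligand that acts downstream of progesterone in the mammary gland, had a log2 difference of 0.18 (SE 0.14, n = 5 mice per strain, adjusted p = 0.612), with 0.33 on the MOE430 2.0 arrays and -0.05 on the MOE430A 2.0 arrays, so that the chip types differed in sign. Myc had -0.24 (SE 0.13, 0.847-fold, adjusted p = 0.408). The 3 probesets of Ccnd1, the cyclin D1 gene, had folds of 0.871 on the brightest, 1.09 and 1.00 (adjusted p = 0.803, 0.884 and 0.995). None of these genes passed the test.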

A significant degree of concordance, approximately 74% (p < 0.05) was observed between the two methods based on the expression patterns for all genes examined (Table 2). Six of the eight genes examined, namely *Kif5b, Ptger2, Grb10, Tnc *and *Dkkl1*, were differentially expressed between the two strains. Differential expression was not detected for the remaining two genes, *c-myc *and *Ccnd1*, but these genes are tightly regulated and are perhaps transiently expressed during stages of the cell cycle (Figure 6). Thus, the results of the qRT-PCR analysis generally supported those of the microarray data analysis.

**Figure 6:**
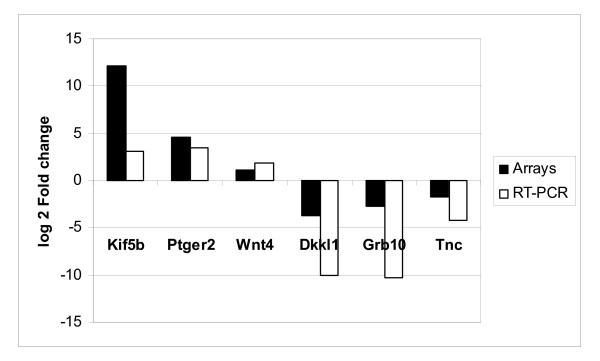
**Comparison of fold change differences in microarrays and qRT-PCR for selected genes**. Quantitative RT-PCR validation of the microarray results showing the observed fold change differences in both methods for three up regulated genes in QSi5 strain (*Kif5b*, *Ptger2*, *Wnt4*) and three down regulated genes (*Dkkl1*, *Grb10*, *Tnc*).

**Table 2:** Quantitative RT-PCR validation of 8 selected genes.

**Gene Symbol**	**Microarrays**		**Real-time PCR**	
	
	**FC**	**P-value**	**FC**	**P-value**
Kif5b	12.17	< 0.001	3.14	0.005
Ptger2	4.58	< 0.001	3.42	0.01
Dkkl1	-3.76	< 0.001	-10.01	0.006
Grb10	-2.68	< 0.001	-10.32	0.09
Tnc	-1.76	0.001	-4.16	0.06
Wnt4	1.13	0.229	1.82	0.047
cyclin D1	1.08	0.66	1.95	0.12
cmyc	0.85	0.08	1.02	0.97

Comparison between array experiment and real-time PCR for 8 selected genes is shown. Log-fold change in real-time PCR was calculated from the difference in normalised expression between the CBA and QSi5 strains of mice. P-value was calculated from 2-tailed Student's t-test.

## Discussion

Highly fecund mice provide an opportunity to investigate the factors that control maternal performance. Comparison of the two phenotypically divergent inbred mouse strains, QSi5 and CBA, identified genes associated with maternal performance. Histological analysis of mammary whole mounts during mid-pregnancy revealed that QSi5 mice have increased ductal branching relative to the CBA strain of mice. Strain-specific differences in mammary gland architecture have been recognised for many years and may be regarded as a correlate of reproductive capacity. The differences may be due to epithelial factors [12,13], stromal factors [14], or hormonal factors [15]. Mammary gland recombination and transplantation experiments using mice from strains with highly branched architecture, the 129 and C57Bl/6J strains, which have a much lower level of side-branching, revealed that stromal factors were a likely source of variation [16], but differential expression of stromal genes has been difficult to demonstrate [17]. In the present study, a comparative analysis of gene expression in QSi5 and CBA mice identified candidate genes in a number of pathways, including tight junction, MAPK and Wnt signalling pathways, as contributors to the superior maternal performance phenotype of the QSi5 strain. Additionally, four imprinted genes that have a role in neonatal growth and mammary development, were identified as candidate genes that may also contribute to the phenotype.

Transcript profiling of mammary gland tissue from the two divergent strains during peak lactation revealed that Wnt signalling pathway genes were enriched within the differentially expressed genes. *Wnt *(wingless) genes are a family of secreted glycoproteins which commonly act through the canonical Wnt/β-catenin/TCF signal transduction pathway both in embryonic and postnatal mammary gland development [9,18]. Wnt genes, especially *Wnt4, Wnt5b *and *Wnt6*, are progesterone responsive and are expressed in a temporal pattern during pregnancy and lactation [19]. *Wnt4 *over-expression in virgin mice results in excessive ductal branching [20], while gene deletion reduces ductal side branching in mammary glands at pregnancy day 12 [21-23]. There is also evidence that different Wnt genes switch on or off at different stages of the lactation cycle [24]. The primary mode of action of the canonical *Wnt *signalling pathway is the stabilisation of β-catenin [25], which is necessary for normal lobular development of the mammary gland [8]. *Csnk1a1 *and *Csnk2a1*, which were over-represented in QSi5 mice gene expression profiles, are positive mediators of the pathway, while a lower level of expression was seen for *Ppp2r1a*, which has a central role in the β-catenin degradation complex. [26-28]. Thus, stabilization of cytoplasmic β-catenin may provide a mechanism to enhance lobuloalveolar development in the QSi5 strain of mice.

Postnatal growth of pups during the first two weeks is a key indicator of the lactation capacity of the dam. More than ten genes associated with this trait were identified amongst the enriched pathways. This included six genes of the MAPK pathway, namely *Egf, Cdc42, Nlk, Jund1, Kras *and *Map3k12*, which is activated during mammary gland development through the Egf receptor. Exogenous administration of Egfr ligands reinitiated ductal outgrowth during puberty in both ovariectomized mice [29] and *ER-α *knock out mice [30]. A role for the Egfr pathway in ductal development has been demonstrated by the phenotype observed in mice that have a functionally defective pathway [31,32]. There is also evidence that Wnts activate Egfr in murine mammary epithelial cells [33,34]. This is consistent with the findings of the present study, in which a relative enrichment of genes involved in both MAPK and Wnt signalling pathways was observed in QSi5 mice.

Decreased tight junction permeability results in enhanced milk secretion [35]. The significant enrichment of genes from the tight junction signalling pathway amongst those differentially expressed in the present study suggests that the pathway may play a role in the lactation performance differences between the two strains of mice. Positive mediators of the pathway include *Tjp2 *and *Csnk2a,1*, are involved inclaudin polymerisation and tight junction formation [36], and were over-represented in the QSi5 mice. Corresponding to this was a relative decreased expression of the negative mediators of this pathway, namely *Rhoa *and *Ppp2r1a*. Inhibition of *Rhoa *is required for tight junction formation in rat mammary epithelial cells [37]. Thus the potential for decreased tight junction permeability in QSi5 mice may contribute to enhanced milk secretion.

Imprinted genes play a critical role both in prenatal and postnatal growth, the latter being mainly influenced by the maternal performance of the dam. According to the "parent-offspring conflict hypothesis" paternally expressed imprinted genes favour the growth of its offspring and facilitates maximum transfer of nutrients from the mother, whereas maternally expressed imprinted genes inhibit growth and favour equal allocation of resources [38]. This hypothesis holds true even for the postnatal growth of offspring prior to weaning for most of the imprinted genes that have been identified in mammals [39]. In the present study, both the paternally-expressed imprinted genes, *Peg3 *and *Plagl1*, were over-represented in the superior performing QSi5 strain of mice whereas both the maternally-expressed imprinted genes, *Grb10 *and *Igf2r*, were under-represented. Previously it has been reported that pups raised on *Peg3 *deficient mice have reduced growth rate compared to their wild-type litter mates due to poor maternal care and impaired milk release [40]. *Peg3 *deficient offspring fostered on wild-type mothers had reduced birth weight and also had inferior growth rates compared to wild-type offspring [41]. *Plagl1 *deficient mice also produced offspring with reduced birth weight, and postnatal mortality was high, albeit difficult to interpret because of delayed lung maturity [42].

Both the maternally expressed imprinted genes *Grb10 *and *Igf2r *inhibit post-natal growth by blocking mitogenic effects of *Igf1 *and *Igf2 *[43-45]. *Grb10 *negatively regulates *Igf1 *[46] whereas *Igf2r *over-expression results in decreased cell growth and proliferation due to increased clearance of Igf2 levels as well as reduced phosphorylation of Igf1 receptor [47,48]. Over-expression of *Igf1 *results in prolonged lactation [49], while deletion of both *Igf1 *and *Igf1r *results in reduced ductal side branching and fewer TEB, respectively [50-52]. *Igf2 *has been shown to mediate prolactin induced alveolar development in the mammary gland and acts upstream of *cyclin D1 *during mid-pregnancy [53,54]. Hence, a relatively lower level of *Grb10 *and *Igf2r *gene expression is consistent enhanced maternal performance.

## Conclusion

To summarize, differential expression patterns of candidate genes in a number of pathways, including tight junction, MAPK and Wnt signalling pathways were associated with enhanced maternal performance of QSi5 mice relative to CBA mice. MAPK and Wnt pathways are both known regulators of ductal morphogenesis and alveolar development, while tight junction permeability is related to milk secretion,. Additionally, favourable expression patterns of imprinted genes in QSi5 mice may also contribute to a superior maternal performance phenotype.

## Methods

### Animals

Mice from QSi5 and CBA/CaH inbred strains were housed at the animal housing facility, Faculty of Veterinary Science, University of Sydney, and were maintained as per accepted guidelines. The room was maintained at a constant temperature of 21°C and the mice were exposed to a daily photoperiod of 12 hours (0600–1800). Mice had free access to water and a pellet diet (Rat and mouse cubes; Specialty Feeds, Glen Forrest WA 6071, Australia). 20 nulliparous QSi5 females and 19 nulliparous CBA females were mated to QSi5 and CBA males, respectively to assess lactation performance by neonatal pup growth method over the first two parities. Five nulliparous females of the QSi5 and CBA strains were similarly mated for transcript profiling of the mammary gland at day 9 of lactation, and five nulliparous females of each of the same strains were mated for histological analysis of mammary gland at day 12 of pregnancy.

### Assessment of maternal performance

Females of breeding age from each strain of mice were pair-mated at eight weeks of age and observed for successful mating for three consecutive days. The appearance of the vaginal plug was recorded as day 0 of pregnancy and the day of parturition as day one of lactation. At the first day of lactation, the number of pups born alive (NBA) were recorded and immediately litter sizes were adjusted. Both maternal and cumulative litter weights were recorded for the first eight days of lactation between 1000–1100 hours each day [55]. Statistical differences in cumulative litter weight gain between the two strains across lactation was estimated using a similar litter sizes of 6 pups/dam for both strains. Maternal performance in both first and second parities was assessed by estimating the individual pup weight gain between day 1 and day 8 of lactation. Statistical significance between the two strains was estimated by a Student's unpaired t-test.

### Histology and Morphometric Analysis

Left inguinal mammary glands harvested from day 12 pregnant mice were weighed and immediately used for preparing whole mounts. Mammary whole-mounts were prepared by spreading the mammary glands on a glass slide and fixing it in 10% formalin solution. Glands were treated in acetone before carmine alum (0.2% carmine, 0.5% aluminium sulfate) staining overnight. The whole-mount was dehydrated by using a graded ethanol series followed by xylene treatment for 60 min and storage in methyl salicylate [20]. Relative mammary gland weights for each animal were calculated by dividing the actual wet mammary gland weights by the maternal body weight. Quantitation of ductal side branching was performed by measuring the density of ductal branching using the NIH-ImageJ image analysis tool [56]. Similarly, TEB were counted as an estimate of alveolar density. Five representative fields of view from each gland were counted. Statistical differences between the two strains for relative mammary gland weights, ductal branching density and epithelial density were then estimated by a Student's unpaired t-test.

### Transcript Profiling

The inguinal mammary glands (right) harvested from a total of ten mice, five from each strain, at lactation day 9 and were subsequently used for mRNA isolation. Upon removal, the gland was immediately snap-frozen in liquid nitrogen before storing at -80°C until further use. Total RNA was extracted from 20 mg of mammary tissue using Qiagen RNeasy mini kit (Qiagen, VIC, Australia) according to the manufacturer's instructions. RNA quality, concentration and integrity of samples were ascertained using Agilent 2100 Bioanalyser (Agilent Technologies, Foster City, CA). The cRNA targets were generated as recommended by Affymetrix (Santa Clara, USA) and hybridized to MOE 430A 2.0 GeneChips (Affymetrix). The GeneChips were subsequently scanned in GeneChip Scanner 3000 and finally the probe intensities were obtained using GCOS operating software (Affymetrix). Quantile normalization and calculation of probe-set intensity was performed using the robust-multi array average (RMA) function available from the "affy" package in R [57]. Both the normalized data and the raw "cel" files from this experiment are available at the NCBI GEO website under the series record GSE9668. Data filtering removed low intensity probesets close to background noise by selecting probesets having an un-logged intensity of over 20 in at least one of the conditions. Differential expression was assessed by ranked penalised t-statistics on the logged data using lm.series and e-bayes function in the "limma" package in R [58]. *P*-values were adjusted for multiple testing by the Benjamini and Hochberg (BH) method using the "multest" package in R. Genes with an adjusted P-value less than 0.05 can be interpreted as having a false discovery rate of 5%. Alternately, when genes were classified as differentially expressed using a less stringent unadjusted p < 0.01 threshold, FDR was calculated by a permutation based method. Differentially expressed genes were classified according to the Gene Ontology functional category based on molecular function using DAVID (The Database for Annotation, Visualization and Integrated Discovery) [59].

### Pathway and mammalian phenotype ontology analysis

Pathway classification of the differentially expressed genes was performed using the Pathway Express tool available in Onto-Express [60]. Enriched pathways among the differentially expressed genes below a p-value of 0.1 were identified and those associated with mammary gland development are listed in Table 1. Hierarchical clustering of 25 differentially expressed Wnt signalling pathway genes and five replicate samples from each strain was performed using an Euclidean distance metric with average linkage (Spotfire DecisionSite 8.0) (Figure 5). Differentially expressed genes within these pathways were subsequently investigated for any mammalian phenotypes associated with maternal performance, such as post-natal growth retardation, post-natal lethality, mammary gland development and maternal/paternal imprinting by data mining the Mouse Genome informatics (MGI) database [61].

### Quantitative RT-PCR

First strand cDNA synthesis was performed using MMLV reverse transcriptase (Invitrogen, VIC, Australia) according to manufacturer's instructions. PCR primers for all eight target genes used for validation and one housekeeping gene *Cyclophilin A (CypA) *were designed based on 100% homology to the RefSeq as well as mismatch to other genes. PCR primer (Sigma Genosys, Castle Hill, NSW, Australia) sequences and the product sizes are listed in Table 3. Quantitative PCR was performed using a master mix containing Platinum Taq DNA Polymerase (Invitrogen, VIC, Australia), 2.5 pmol of each primer and Sybr Green I (Molecular Probes, Eugene, OR, USA) using a Rotor-Gene 6000 real-time rotary analyzer (Corbett Life Science, NSW, Australia). Each reaction was performed in duplicate using a minimum of four samples from each strain and using cDNA from at least two separate cDNA synthesis reactions. Relative quantitation of the PCR products was performed by normalizing to an internal control, *CypA*. Statistical significance was determined by using Student's unpaired *t*-test and the observed fold-change differences between the two strains are reported.

**Table 3:** Primer sequences used in real-time PCR. Table showing the forward (F) and reverse (R) primer sequences for 8 target genes and one housekeeping gene used in real-time PCR along with the amplicon sizes.

**Name**	**Primer sequence**	**Product size (bp)**
***Kif5b *F**	GCGGAGTGCAACATCAAAGTG	127
***Kif5b *R**	CATAAGGCTTGGACGCGATCA	
***Ptger2 *F**	ATCACCTTCGCCATATGCTC	152
***Ptger2 *R**	GGTGGCCTAAGTATGGCAAA	
***Grb10 *F**	GCCAAGCATGATGTCAAAGTCT	183
***Grb10 *R**	GTCCTCCAGGCACCTCTCTA	
***Dkkl1 *F**	ACTGAGGGTCTTGCTGCTGCT	218
***Dkkl1 *R**	GGAAGTTCCTAGGAAGGTCTC	
***Tnc *F**	ACGGCTACCACAGAAGCTG	247
***Tnc *R**	CGCGGCTTATTCCATAGAGTTC	
***Wnt4 *F**	CGAGGAGTGCCAATACCAGT	138
***Wnt4 *R**	GCCACACCTGCTGAAGAGAT	
***C-myc *F**	CACCAGCAGCGACTCTGAA	99
***C-myc *R**	CCCGACTCCGACCTCTTG	
***Ccnd1 *F**	CATCAAGTGTGACCCGGACTG	116
***Ccnd1 *R**	CCTCCTCCTCAGTGGCCTTG	
***CypA *F**	GAGCTGTTTGCAGACAAAGTTC	125
***CypA *R**	CCCTGGCACATGAATCCTGG	

## Authors' contributions

PR, IM and PW designed and implemented the study. PW and RT supervised the study and prepared the manuscript with PR. MGG and PT contributed expertise and guided PR's analysis of microarray data. CJO and CM provided resources to enable the study. All authors had direct input to the final version of the manuscript.

## Supplementary Material

Additional file 1 **Gene lists of enriched biological pathway categories**. Strain-specific differentially expressed genes between the QSi5 and CBA strains of mice belonging to the five enriched biological pathway categories are listed along with their P-values and fold changes. 

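Additional file 1 gives 1 fold for each gene, as the ratio of QSi5 to CBA on the unlogged scale, so that a value under 1 stands for a lower level in QSi5 mice. Many of its genes have several probesets on the chip, and the listed fold is that of a single one. It was the fold of the brightest tested probeset for 27 genes and of another probeset for 15.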

Click here for file

Additional file 2 **Differentially expressed imprinted genes**. 

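Additional file 2 lists Plagl1, Peg3, Grb10 and Igf2r with the fold of QSi5 over CBA and a P-value for each. An imprinted gene is expressed mainly from the copy inherited from 1 parent, and an array measures the transcripts of both copies together. The level of a transcript in these glands therefore does not show which parental copy it came from.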

Strain-specific differentially expressed imprinted genes between the QSi5 and CBA strains of mice are listed along with their P-values and fold changes. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

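Mammary gland RNA of 5 QSi5 and 5 CBA mice at lactation day 9 was measured by the authors on Affymetrix MOE430 2.0 and MOE430A 2.0 chips, with 1 array per mouse. All 10 arrays were used, and groups were the strains given by the sample records. No column of another series was present (0 columns). The authors made the deposited log2 values with RMA in the affy package, which joins background correction, quantile normalization and a summary of probes into 1 value per probeset and array. The sample records state that both chip types were normalized together on the probesets that they share, and no versions are stated. No further normalization was applied here in the main analysis.

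Of 22626 probesets other than controls, 20380 carried 1 gene symbol in the platform annotation, 691 carried several and 1555 are unnamed here. Of those with 1 symbol, 20351 were matched by Entrez identifier to the current annotation and 0 symbols were updated. As in the methods, probesets were kept where the mean of at least 1 strain exceeded 20 on the unlogged scale, which left 11412, of which 10425 had 1 symbol. Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, QSi5 minus CBA) and adjusted by Benjamini-Hochberg over all kept probesets. Thresholds were an adjusted p of 0.05 and, as the looser one, an unadjusted p of 0.01. The permutation FDR is the mean count over 99 other splits of the arrays divided by the real count, out of 126 possible splits.

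Gene lists, 38 in number, were written from general knowledge, and 8 more hold the genes that the study names. Some of the 38 also hold genes that the study named from these arrays, so their tests cannot be taken as fully independent of it. Each gene stood by its brightest probeset. Shifts of lists were tested with camera in limma (preset correlation 0.01, two-sided, adjusted over the 38 lists). With an estimated correlation, and with fry, 0 lists passed at an adjusted p under 0.05, while 9 had an unadjusted camera p under 0.05 and 5 passed. Over-representation was tested for 12 lists with Fisher's exact test, one-sided, on genes with any probeset at an unadjusted p under 0.01 against all genes with a kept probeset. Named genes are those the paper names in its results, tables, Figure 5 and additional files, with all their kept probesets, the 10 largest rises and 10 largest falls among called probesets whose strains do not overlap, and up to 4 called members of each list with the largest fold. The values in the paper's tables were seen before this rule was written. Names outside it, such as Anxa5, Timp1 and the neighbours on chromosome 6, were chosen after their values were seen. Of the 48 genes of Additional file 1, 5 are not analysed here. The gene that it lists as Tcf3 was taken as Tcf7l1 by its Entrez identifier.

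The fit was tested on simulated data with 200 probesets changed among 11412. Of 50 changed by 0.5 on the log2 scale 14 were recovered, of 50 changed by 1 44 were, and all 50 were at 2 and at 3, with 7 unchanged probesets among 165 calls. Of unchanged lists 1% passed, and 100% of the lists with 15 of 30 members raised did. The 1% need not hold for the real lists, whose estimated correlations lay above the preset 0.01. They were 0.21 for ER chaperones, 0.40 for involution and acute phase and 0.20 for heat shock proteins. For MHC class I the estimate was 0.40 and for cell adhesion 0.04. The number of arrays limits the precision. Alternatives changed 1 choice at a time. For the values these were the intensity minimum, a second quantile normalization, median centring, and probesets with the suffix _x_at or _s_at left out. For the fit they were chip type as a block or each chip type alone, a replicate block, an intensity trend and array weights. The test that the paper names for its qRT-PCR was also run in place of limma. It is the 2-tailed test of the note to Table 2, while the paper's own array fit uses limma. Other set tests were run, and each mouse was left out in turn. A direction was read only where a test passed its threshold. Neighbouring genes were taken from the order of RefSeq genes on GRCm38.p6. Growth, histology and qRT-PCR data are not used here. The probesets of 1 gene of the MAPK pathway are not reported beside the claim here.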

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

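The tests of white blood cells and of a single mouse were chosen only after the result was seen. As many as 336 probesets at a BH-adjusted p under 0.05 were found in 1 of 100 splits of the arrays into 5 and 5, the real one, and the highest of the other splits gave 1. As many as 741 probesets at an unadjusted p under 0.01 were also found in 1 of 100 splits, the real one, and the highest of the others gave 456, so that chance can be excluded for both counts. The split with 456 joined CBA replicates 1, 2 and 3 with QSi5 replicates 1 and 2, which puts all MOE430A 2.0 arrays on one side. With chip type as a block this split still gave 414 probesets at the unadjusted threshold. At the BH threshold it then gave 57, against 0 without the block. Since both strains had 3 arrays on one chip type and 2 on the other, a chip difference alike in both strains cancels from the comparison by design, and the block for chip type, with 866 and 413 probesets, is no further test of it.

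Of the 24 genes called with at least a 4-fold difference, 14 had another tested probeset. In the median these others moved far less than the called ones, though not in every gene. The called probesets had a median size of 2.67 on the log2 scale and the others, signed the same way, a median of 0.33, a ratio of 0.122 (95% bootstrap interval -0.00616 to 0.322), and without genes of the H2 region the ratio was 0.135 over 11 genes. The ratio is as low as strain sequence variants under the probes of single probesets would make it, so such variants may underlie part of these differences. Against this as the whole cause, 6 of the 14 genes had another probeset called in the same direction, while 2 had one called in the opposite direction. Transcript forms that differ between the strains, the biological explanation that the design gives, would leave the same trace and were not tested.

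The list of involution and acute phase genes, of which 5 of 32 were called lower in QSi5 mice, had a mean log2 difference of -1.05 (camera, adjusted p = 7.41e-08, and adjusted p = 0.883 with an estimated correlation). The mean level of the list, relative to its mean over all arrays, was 1.28, 0.71, 1.12, -0.27 and -0.22 in CBA replicates 1 to 5 and -0.31, -0.22, -0.55, -0.77 and -0.76 in QSi5 replicates 1 to 5, so that CBA replicates 4 and 5 were no higher than QSi5 replicate 2. Over all arrays the 30 members of the macrophage and neutrophil lists had a mean difference of 0.054 (SE 0.083 over these members). This SE is not limma's and leaves out the spread between mice. The level of the macrophage list ran from -0.31 to 0.36 among CBA mice, so the SE overstates the precision. White blood cells in the gland were taken to need -0.26 or less, so the mean of 0.054 argues against them as the whole cause, within that limit. The chip types differed, with 0.24 (macrophages) and 0.05 (neutrophils) on the MOE430 2.0 arrays and -0.13 and -0.27 on the MOE430A 2.0 arrays. A part played by white blood cells therefore stays open. A single mouse does not account for the lower list level, since CBA replicates 1, 2 and 3 each lay at 0.71 or above and every QSi5 mouse at -0.22 or below. The adjusted p of the list was at most 0.000341 when any 1 array was left out, a value reached without CBA replicate 1. This p rests on the preset correlation of 0.01, and the call was lost with an estimated one, so the p by itself cannot decide the question. A strain difference in the acute phase response, or in the time between weaning and collection of the gland, stays open and was not tested.

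In each strain, 38 gene lists and 118 probesets were searched for a mouse far from the others of its strain (a gap to the nearest mouse above 0.71 of the range). Of 312 such groups 19 had one, where chance gives about 15.6. List levels are means over the list's genes relative to all arrays. In QSi5 replicate 4 the list level was 0.83 (others -0.17 to -0.01) for MHC class II genes, 0.70 (others -0.21 to 0.04) for T cell and NK cell markers, 0.32 (others -0.07 to 0.01) for macrophage and dendritic cell markers and 0.33 (others -0.14 to -0.04) for cell cycle genes. The same mouse had log2 values of 8.79 (others 6.60 to 7.21) for H2-Ab1, 5.02 (others 4.29 to 4.48) for H2-Eb1, 9.04 (others 8.40 to 8.52) for H2-K1 and 9.85 (others 10.20 to 10.25) for Nucb2. In CBA replicate 3 the list level was 0.71 (others -0.57 to -0.38) for MHC class I genes and 1.30 (others -0.27 to -0.12) for interferon-induced genes. That mouse had log2 values of 12.51 (others 9.87 to 10.47) for Orm1, 3.87 (others 2.66 to 2.79) for H2-D1, 3.98 (others 4.36 to 4.47) for Camk2b and 5.49 (others 6.59 to 7.02) for 2610005L07Rik. CBA replicate 4 stood apart for cholesterol synthesis genes, with a list level of 0.25 (others 0.03 to 0.09), and QSi5 replicate 1 for skeletal muscle markers, with -0.20 (others 0.01 to 0.09). QSi5 replicate 2 had a list level of 0.30 (others -0.31 to -0.17) for circadian clock genes and log2 values of 5.35 (others 6.43 to 6.71) for Ccnd1 and 7.77 (others 7.99 to 8.01) for Csnk2a1.

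Large differences between the strains also lay in genes that the paper does not discuss. Higher in QSi5 mice were probesets of H2-D1 (14.2-fold and 7.36-fold), Far1 (7.67-fold), Ctse (7.31-fold), Pcnp (5.03-fold) and H2-Q2 (4.70-fold). For the 14.2-fold probeset CBA replicate 3 had a log2 value of 3.87 and the other CBA mice 2.66 to 2.79. These lie below the intensity minimum (4.32 on the log2 scale), so the size of that fold is uncertain. Higher in CBA mice were D17H6S56E-5 (43.1-fold and 41.7-fold), another probeset of H2-D1 (38.1-fold), the acute phase genes Saa1 (37.8-fold and 31.3-fold) and Saa3 (15.5-fold), Phgdh (12.5-fold), Slc16a1 (6.89-fold), Glo1 (5.25-fold) and the actin-capping gene Capg (5.25-fold). H2-D1 thus had probesets of both directions. The calls of Saa1 held in 15 of 23 and 16 of 24 alternatives and that of Saa3 in 14 of 24, and each was lost when 1 mouse was left out, such as CBA replicate 2 or QSi5 replicate 3, 4 or 5.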

How the results depend on the processing

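Leaving out CBA replicate 3 and QSi5 replicate 4 together was chosen after seeing the data, and all other alternatives were set before the data were examined. Among 4127 comparisons of a named probeset with an alternative, 3724 kept their side of the threshold, 341 were no longer past it, 62 newly passed it and none turned round, direction being read only where a test passed. For gene lists, 907 of 982 kept their side, 48 were lost, 26 were gained and 1 that was not called passed in the opposite direction, and for over-representation 287 of 312 kept it, 11 were lost and 14 were gained. The cell adhesion list lost its call in 20 alternatives and the MHC class I list in 17. The lists of ER chaperones and of involution and acute phase genes were lost only with an estimated correlation and with fry. In simulated data with 5 arrays against 5, 28% of the changes of 0.5 and 88% of those of 1 on the log2 scale were recovered, so that the arrays miss many small differences, and probesets near background were not tested.

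With a strain mean over 100 on the unlogged scale, which tests fewer probesets, 221 passed the BH threshold (102 of them higher in QSi5) and 321 the unadjusted one, and 48 of the named probesets, against 76 with all arrays and the usual minimum. With fewer arrays, the MOE430 2.0 arrays alone gave 146 calls (79 higher, 67 lower, 37 named) and the MOE430A 2.0 arrays alone 65 (33 higher, 32 lower, 24 named), with 440 at the unadjusted threshold. The test that the paper names for its qRT-PCR, run in place of limma, gave 205 (101 higher, 104 lower, 46 named). Of these, 192 were among the 336, and the cause was not tested. Without CBA replicate 3 and QSi5 replicate 4 there were 246 calls, 217 of them shared, and 114 lower. With each mouse left out in turn the calls numbered 215 (without QSi5 replicate 3) to 415 (without CBA replicate 4), and 221 without QSi5 replicate 5. Those higher numbered 103 (without QSi5 replicate 5) to 196, with 109 without QSi5 replicate 3, and those lower 106 (without QSi5 replicate 3) to 219. At the unadjusted threshold they numbered 548 to 885. With replicate number as a block there were 260 calls, 239 of them shared, but the numbers do not pair the mice: deviations from the strain means correlated by -0.37 to 0.29 between mice of 1 number, and 1 of 5 replicate numbers matched itself best.

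The count of 5 shifted lists became 0 with an estimated correlation and 0 with fry, 10 with the MOE430 2.0 arrays alone, and 3 with the mean of a gene's probesets, with an unlogged value over 20 on at least 1 array, with chip type as a block, with a replicate block, with a second quantile normalization, with median centring, and without _x_at and _s_at probesets. With each mouse left out it was 2 (without QSi5 replicate 4) to 7 (without CBA replicate 3), and 3 without CBA replicate 4. The cell cycle list, not called with all arrays, was lower on the MOE430A 2.0 arrays alone (adjusted p = 0.00240) and higher on the MOE430 2.0 arrays alone (adjusted p = 0.0292), where QSi5 replicate 4 stood apart at 0.33. The cause of these changes was not tested, and the shift of lists was not run with the test that the paper names for its qRT-PCR. The count of 3 over-represented lists became 1 with the genes at a BH-adjusted p under 0.05, 1 with the MOE430 2.0 arrays alone, 5 with chip type as a block and 5 with array weights, and 2 (without CBA replicate 2) to 6 (without CBA replicate 5) with each mouse left out. The exact p of cell adhesion was 0.0122 on the MOE430 2.0 arrays alone, which ended its call, and that of tight junctions was 0.0159 with chip type as a block and 0.0184 with array weights, which brought one. With each mouse left out the exact p of MAPK signalling was 0.0176 (without CBA replicate 5, which brought a call) to 0.574 (without QSi5 replicate 3). The permutation FDR was 9.61% with splits that keep 2 or 3 arrays of each strain and 10.4% with chip type as a block. Clustering on all measured genes of the Wnt list placed 6 arrays on the side of their strain in place of 10, a count that a branch of 1 array alone already gives.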

Differences from the paper's values

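No test here was chosen after the result was seen, apart from the look at other probesets. For 13 genes of Additional file 1, the fold (QSi5 over CBA) of the brightest probeset differed from the paper's in direction or by more than the spread between mice. It was 1.47 where the paper's is 2.64 for H2-Aa, 1.17 where the paper's is 1.43 for Sdc2, 0.943 where the paper's is 0.763 for Glg1, 0.809 where the paper's is 0.573 for Ppp1cb and 1.15 where the paper's is 0.706 for Gng12. It was 0.829 where the paper's is 1.41 for Cdc42, 1.12 where the paper's is 0.771 for Nlk, 0.551 where the paper's is 0.735 for Gnai1, 1.26 where the paper's is 0.702 for Myh9 and 1.21 where the paper's is 2.33 for Csnk2a1. It was 1.31 where the paper's is 4.34 for Smad4, 1.03 where the paper's is 0.386 for Tcf7l1 and 1.12 where the paper's is 0.0870 for Camk2b. For the array folds of Table 2, the value here was 1.02 for Kif5b, where the paper's is 12.17, and 0.871 for Ccnd1, where the paper's is 1.08. The paper's qRT-PCR, which was not re-analysed here, also has Kif5b higher in QSi5 mice. Without QSi5 replicate 2 the log2 difference of this Ccnd1 probeset turned from -0.20 to 0.05, and neither passed the test. Of the alternatives set before the data were examined (chip type as a block, each chip type alone, a second quantile normalization, median centring and array weights), the MOE430 2.0 arrays alone and the array weights brought Ppp1cb within the range of the paper's value, and none did so for the other genes. For Kif5b and for these genes of Additional file 1 other than Camk2b, another probeset of the same gene has the paper's fold within 0.05%, and it was chosen after seeing the values. The same holds for H2-Ab1, Hspa8 and Ppp2r1a, whose brightest probeset lay within the spread between mice of the paper's fold. For Ccnd1 another probeset has a fold of 1.09. Camk2b has 1 tested probeset. The array folds of Table 2 are plain folds. For Dkkl1, Grb10 and Tnc the paper gives the ratio turned over with a minus sign, while for Myc it gives the plain ratio, and the values were compared on the scale of each.

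The paper names Csn1s2a among the milk protein genes higher in QSi5 mice, and its brightest probeset had a fold of 0.997. A dimmer probeset of Csn1s2a, at 1.92, passed an unadjusted p under 0.01. The paper names Pim1 as higher, and its brightest probeset had 1.15, with 1.37 on the other. The paper gives Agpat1 as the only metabolic enzyme that differed, and here 6 of 31 genes in a list of fatty acid and triglyceride synthesis, a list other than the paper's, had a probeset at an unadjusted p under 0.01, Agpat1 among them. The paper gives Igf2r as higher in CBA mice, and its brightest probeset had 0.887, with 0.598 on the probeset of Additional file 2. The paper gives the Wnt, MAPK, tight junction, insulin and cell adhesion pathways as over-represented at a p under 0.1, and kinase activity and calcium-binding as functions. Here, with lists written from general knowledge, the exact p was 0.361 for Wnt, 0.147 for insulin and 0.178 for kinases, while it was 0.0535 for MAPK, 0.0347 for tight junctions, 8.70e-05 for cell adhesion and 1.34e-05 for calcium-binding. After adjustment over the lists, cell adhesion and calcium-binding passed 0.05. Tight junctions passed with chip type as a block and with array weights, and MAPK signalling passed without CBA replicate 5. The paper gives TGF-beta signalling among the pathways over-represented at the stricter threshold, where its adjusted p here was 0.107. At the looser threshold it passed with chip type as a block, with a replicate block, with array weights, with an unlogged value over 20 on at least 1 array, and without CBA replicate 5.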

Other observations

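The count of neighbouring genes was tested only after the result was seen. A few genes that serve protein folding and stress in the endoplasmic reticulum (ER) were lower in QSi5 glands. Hyou1, an ER chaperone, fell by 0.58 (SE 0.11, n = 5 mice per strain, adjusted p = 0.0133), Ero1b, an oxidase that serves disulfide formation, fell by 0.46 (SE 0.11, adjusted p = 0.0380, past the threshold in 10 of 24 alternatives) and Trib3, a pseudokinase induced by ER stress, fell by 0.87 (SE 0.15, adjusted p = 0.00770). Hspa5, the main ER Hsp70 chaperone, had -1.09 (SE 0.28, adjusted p = 0.0590). Of 36 measured genes of ER chaperones and the unfolded protein response, none was higher, 3 were lower and 33 did not pass the test (13 lower when adjusted over the list alone). The list fell by a mean of 0.36 (camera, adjusted p = 2.75e-08, and adjusted p = 0.883 with an estimated correlation), with an adjusted p of 2.63e-08 with chip type as a block, 2.18e-08 on the MOE430 2.0 arrays and 0.000375 on the MOE430A 2.0 arrays. Of 21 cytosolic and mitochondrial heat shock proteins none passed alone (5 lower when adjusted over the list alone), and the list fell by a mean of 0.25 (camera, adjusted p = 0.0207, and adjusted p = 0.883 with an estimated correlation), with 0.0151 with chip type as a block, 0.00120 on the MOE430 2.0 arrays and 0.105 on the MOE430A 2.0 arrays. Of 32 genes of involution and the acute phase, none was higher, 5 were lower (Cp, Orm1, Saa1, Saa3 and Timp1) and 27 did not pass (11 lower when adjusted over the list alone, and Orm1 past the threshold in 14 of 24 alternatives). The adjusted p of the list was 2.63e-08 with chip type as a block, 1.38e-06 on the MOE430 2.0 arrays and 2.13e-10 on the MOE430A 2.0 arrays. It was 0.883 with an estimated correlation and 0.325 with fry. The list level of CBA replicates 4 and 5, at -0.27 and -0.22, was no higher than that of QSi5 replicate 2, as given above. Ceruloplasmin (Cp), a copper-carrying acute phase protein, fell by 1.91 (SE 0.30, adjusted p = 0.00317).

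Among MHC class I genes, QSi5 glands had 3 higher (H2-K1, H2-D1 and H2-Q2), none lower and 9 not past the test (3 higher when adjusted over the list alone), each gene on its brightest probeset. Another probeset of H2-D1 was called in the opposite direction, at -5.25 (adjusted p = 1.94e-06). Their list rose by a mean of 0.49 (camera, adjusted p = 0.0379, and adjusted p = 0.883 with an estimated correlation), with 0.0562 with chip type as a block, 3.70e-05 on the MOE430 2.0 arrays and 0.804 on the MOE430A 2.0 arrays. The call of this list was lost without _x_at and _s_at probesets (adjusted p = 0.603, within a range of 4.90e-06 to 0.883 over all alternatives) and without any one of CBA replicates 1, 2, 4 and 5 and QSi5 replicates 1 and 4 (adjusted p up to 0.198), and its adjusted p was 4.90e-06 without CBA replicate 3, whose class I level of 0.71 lay apart from the other CBA mice. The call of the heat shock list was lost without QSi5 replicate 2 (adjusted p = 0.0594) or QSi5 replicate 4 (adjusted p = 0.0636), with a range of 0.000319 to 0.883 over all alternatives. Of the other immune markers, C1qa, a complement gene of macrophages, rose by 1.22 (SE 0.22, adjusted p = 0.00913) and Ifi30, a thiol reductase of antigen processing, by 1.71 (SE 0.12, adjusted p = 5.74e-06). With all arrays, none of the lists of other cell types passed (camera). On the MOE430 2.0 arrays alone the lists of B cells (adjusted p = 0.0216), of T cells and NK cells (adjusted p = 0.0283) and of macrophages (adjusted p = 0.0268) passed upwards, with QSi5 replicate 4 at 0.61, 0.70 and 0.32 and the 2 other QSi5 mice at most at 0.26, 0.04 and -0.00284, and on the MOE430A 2.0 arrays alone they did not pass (0.955, 0.916 and 0.758). With all arrays their adjusted p was 0.164 for endothelium, 0.258 for B cells, 0.317 for T cells and NK cells, 0.318 for macrophages, 0.683 for neutrophils, 0.454 for fibroblasts, 0.876 for adipocytes and 0.902 for myoepithelium. Among luminal epithelial markers, Krt8, a keratin, fell by 0.83 (SE 0.16, adjusted p = 0.0161), and the list did not pass (adjusted p = 0.422). With all arrays neither did ribosomal proteins (0.125), interferon-induced genes (0.164), oxidative phosphorylation (0.501), the circadian clock (0.448) or the IGF axis (0.820), as adjusted p values from camera. By chip type, oxidative phosphorylation was higher on the MOE430 2.0 arrays (adjusted p = 0.000498, mean 0.12). Its level there was -0.24 in CBA replicate 1 and between -0.06 and 0.16 in the other mice. On the MOE430A 2.0 arrays its mean was -0.13 (adjusted p = 0.137). On those arrays interferon-induced genes passed downwards (adjusted p = 0.000947), with CBA replicate 3 at 1.30 and the 3 other mice between -0.17 and -0.07. Ribosomal proteins were higher there (adjusted p = 0.0275). For these lists the MOE430 2.0 arrays gave 0.329 and 0.347 in that order. Some single members were called. Ndufv1, a subunit of complex I, fell by 1.26 (adjusted p = 0.000813). Among ribosomal proteins Rpl10a was higher, while Rpsa and Rpl14 were lower. Plscr1 was lower among interferon-induced genes, and in the IGF axis Socs2 was higher and Grb10 lower. In the list of the EGF family and its receptors, Lrig1, a brake on EGF receptors, rose by 0.77 (adjusted p = 0.0167).

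Genes that differed between the strains lay next to each other along the chromosomes (GRCm38.p6) more often than by chance. Of 7352 measured genes placed in order, 254 were called, and 22 pairs of neighbours of different families were both called, where 10000 random placements gave a mean of 8.44 and a 95th percentile of 13 (permutation p = 0.0001, the smallest that they can give). The definition of a family was widened after the pairs were seen, which took 1 pair of metallothionein genes out of the count. Outside chromosome 17, which holds the MHC, there were 18 pairs against a mean of 8.01 (permutation p = 0.0014). A run of 5 neighbours on chromosome 6, Capg, Retsat, Tgoln1, Tcf7l1 and Kcmf1, had log2 differences of -2.39, 2.19, -1.21, -1.37 and 0.55. Strain haplotypes shared by neighbouring genes are a candidate explanation, which was found and tested on the same data, and variants under the probes of such haplotypes would give the same count.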
